# Mesenchymal stromal cells in the bone marrow niche consist of multi-populations with distinct transcriptional and epigenetic properties

**DOI:** 10.1038/s41598-021-94186-5

**Published:** 2021-08-04

**Authors:** Sanshiro Kanazawa, Hiroyuki Okada, Hironori Hojo, Shinsuke Ohba, Junichi Iwata, Makoto Komura, Atsuhiko Hikita, Kazuto Hoshi

**Keywords:** Stem cells, Mesenchymal stem cells

## Abstract

Although multiple studies have investigated the mesenchymal stem and progenitor cells (MSCs) that give rise to mature bone marrow, high heterogeneity in their morphologies and properties causes difficulties in molecular separation of their distinct populations. In this study, by taking advantage of the resolution of the single cell transcriptome, we analyzed Sca-1 and PDGFR-α fraction in the mouse bone marrow tissue. The single cell transcriptome enabled us to further classify the population into seven populations according to their gene expression profiles. We then separately obtained the seven populations based on candidate marker genes, and specified their gene expression properties and epigenetic landscape by ATAC-seq. Our findings will enable to elucidate the stem cell niche signal in the bone marrow microenvironment, reconstitute bone marrow in vitro, and shed light on the potentially important role of identified subpopulation in various clinical applications to the treatment of bone- and bone marrow-related diseases.

## Introduction

The bone marrow microenvironment, which is a multifunctional network between cells and the extracellular matrix, plays crucial roles in maintenance of proliferation, differentiation, and survival of stromal cells and hematopoietic cells^1^. One important cell lineage derived from bone marrow is mesenchymal stem/progenitor cells (MSCs). These cells have the ability to differentiate into various lineage such as osteocytes, chondrocytes, adipocytes, etc., corresponding to external signals from the microenvironment and endogenous ones inducing commitment of cell lineages.

Among various kinds of cells in the bone marrow, hematopoietic stem cells (HSCs) have been intensively studied. The research field has been progressed because markers for isolating HSCs have been identified. CD34-/KLS and CD34-KLS/CD150+ have been defined as markers for HSCs by international society for stem cell research^2,3^. About 1000–3000 HSCs can be harvested per mouse at almost 100% purity, while differentiation and cell death taking place during collection decrease the purity of HSCs about 20–50%^4^. Many studies are also conducted on MSCs^5–8^. Several combinations of markers have been discovered for isolating MSCs, and functions of the isolated cells were evaluated^9–12^. However, cells expressing these markers are still composed of heterogeneous cell populations, which hinders precise characterization of MSCs^13–21^. For example, Sca-1 (Ly6 A/E) and PDGFR-α (Pα-S) are currently considered to be useful for the MSCs separation^22^. However, the cells separated using these markers contain heterogenous progenitor populations, within which bona-fide MSCs exist because part of these cells express Nestin, NG2 or leptin receptor in vivo^23^, which is considered as a MSC marker^24^. In addition, pericytes expressing Tbx18 are also positive for MSC marker such as CD146 or Sca-1, indicating the heterogeneity of Pα-S population^15^. To understand the nature of MSCs more profoundly, it is quite important to dissect the heterogenous populations of Pα-S, and analyze each population separately.

In this study, we identified subpopulations in mouse bone marrow MSCs positive for Pα-S by single-cell level with single-cell RNA-seq (scRNA-seq) analysis. Assay for Transposase Accessible Chromatin with sequencing (ATAC-seq) analysis of each of the subpopulations further revealed epigenetic landscape, their genetic similarities and functional properties. Our findings will contribute to the elucidation of the essential characteristics of MSCs, which lead to the safe and effective application of the cells to clinical settings.

## Results

### Identification of heterogenic cell population in isolated MSCs using scRNA-seq

Currently, selection markers useful for isolating bone marrow-derived stem/ progenitor cells (MSCs) with advances in FACS technology dramatically improve purification of the cell population compared to conventional methods^25^. As a consequence, the analysis of MSC’s properties had significantly progressed, and the immunosuppression^18^ and anti-inflammatory capacity of MSCs with multipotency have been shown^26,27^. However, since more than half of the cells isolated as MSCs are heterogenic cell population, it remains unknown whether they are the main function of MSCs. Therefore, it is important to clarify what kind of cell population the isolated MSCs have. To answer these questions, we first performed scRNA-seq using a platform of Chromium Controller (10× Genomics, Inc) in 30,000 of MSCs^28^, which were negative for CD31, 45, and Ter119 and positive for Sca-1 and Pdgfr-α (Fig. S1, a). Based on this distribution for Cell Ranger, all 2367 cells that could be analyzed were targeted without cutoff (Fig. S1, b and c). The similarity of gene expression status between cells was evaluated by tSNE analysis, and the diversity of cells was visualized. As a result, we found that the seven different cell subpopulations exist in isolated MSCs according to genetic similarities (Fig. 1a). We suggested that the subpopulation in the Pα-S fraction present diversity in the differentiation state. Therefore, we performed pseudotime analysis to visualize the differentiation state of each population by associating clusters with analogy of gene expression states using Monocle 3. As a result, we confirmed that the differentiation state altered around cluster 4 (Fig. 1b). We also examined for cell surface markers that are effective for FACS isolation of clusters. Especially, Cd24a, Cd31 (Pecam-1), Cd39 (Entpd1), Cd45 (Ptprc), Cd54 (Icam1), Cd121b (Il1r2), Sca-1 (Ly6a) and Ly6c1 were focused as up- and down-regulated marker genes in comprehensive examination of cell markers (Fig. 1c and Fig. S1, d). Annotation analysis from top 10 upregulated genes in each cluster in the gene expression profile suggest that cluster 1 may have osteogenic and endothelial differentiation properties, clusters 2 and 5 may have osteogenic/ chondrogenic ones, cluster 6 may have adipogenic directionality, cluster 7 may have angiogenic properties as shown by the upregulated expression of Rgcc and Rgs5, and clusters 3 and 4 showed characteristic of the hematopoietic lineage (Fig. 1d). Furthermore, we found functional features of the clusters based on expressed genes: cluster 1, cell aging; cluster 3, cell cycle; cluster 4, biological defense; and cluster 7, transcriptional/ translational regulation (Fig. 1e). We performed normalization, dimensionality reduction and clustering using Seurat from the gene expression profile of scRNA-seq, and implemented down-stream analyses of scRNA-seq for the Pα-S fraction cells (n = 2367) such as visualization of trajectory depiction and GO analysis. We compared the enriched pathways between clusters.

**Figure 1:**
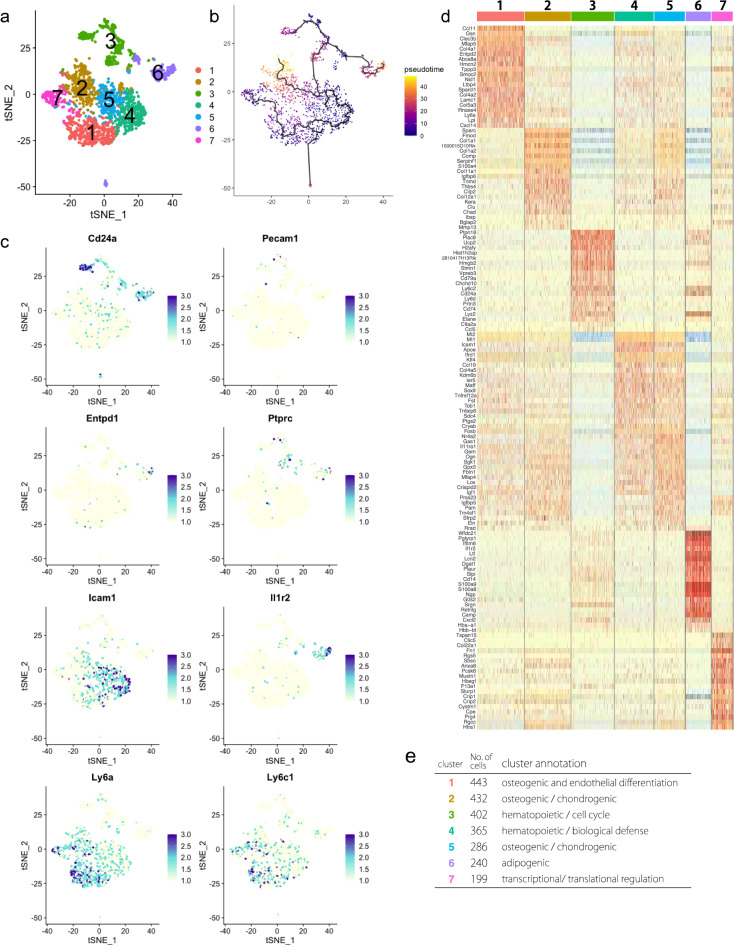
Single cell RNA-seq (scRNA-seq) analysis for the Pα-S fraction cells (n = 2367). (**a**) Dimension reduction map with tSNE by Cell Ranger. (**b**) Pseudotime analysis by Monocle3 on seurat object, setting origin to cluster 4. (**c**) Feature plot for marker genes, Cd24a, Cd31 (Pecam-1), Cd39 (Entpd1), Cd45 (Ptprc), Cd54 (Icam1), Cd121b (Il1r2), Sca-1 (Ly6a), Ly6c1. (**d**) Heatmap of top 10 upregulated genes in each cluster (color code as in Fig. 1a). (**e**) Table of each cluster annotation in functional features.

Cluster 1, 4 may have myeloid differentiation, cluster 2 may have hematopoiesis related, cluster 3 may have angiogenesis, cluster 5 is immune cell related, cluster 6 is chondrocyte related, cluster 7 may have osteoblast and bone development term were extracted (Fig. 2a). Principal component analysis from the GO terms characteristic of each cluster revealed the cluster 4 was similar to clusters 1, 2, and 5 (Fig. 2b). In addition, clusters 3 and 6 demonstrated a tendency to different enriched pathways from other clusters. These results considered that clusters 3 and 6 were progressed the differentiation. From a different gene expression profile in each cluster based on the cisTarget databases, the candidate transcription factor 'regulon' predicted from the upregulated gene set was scored for each cell. As a result, the expression of transcription factors was observed in characteristic of each cluster (Fig. 2c). Remarkably, the transcriptional factor expression highlighted distinct characteristics of clusters. Cluster 1 expressed Tbx15 that contributes to bone development; cluster 2 expressed Runx2 and Cbfb that regulate ossification process; cluster 3 expressed Runx3 and Mef2c that regulate the blood cell differentiation and play a role in skeletal muscle development; cluster 4 expressed Sox9 and Nfkb that regulate cartilage development; cluster 5 expressed Pbx1 and Mafb that play pivotal roles in regulating hematopoiesis; cluster 6 expressed Klf 3, 5, and 7 that regulate embyo development; cluster 7 expressed Stat3 and Trps1 that regulate chondrocyte proliferation and differentiation. These results indicate that cells isolated as MSCs in the previous research are a heterogeneous cell population where every member shows distinct gene expression properties.

**Figure 2:**
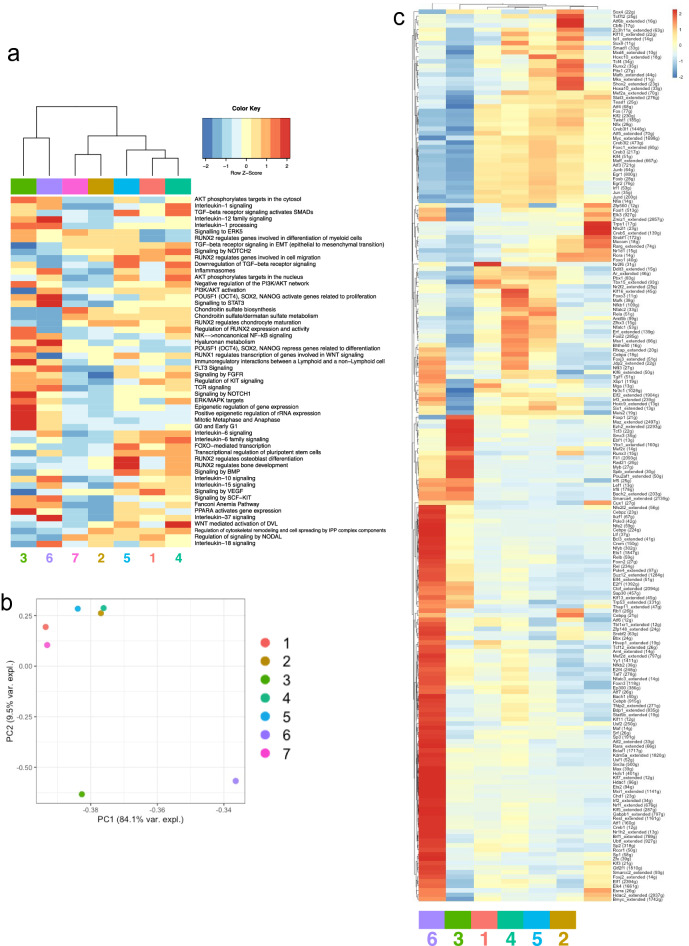
Down-stream analyses of scRNA-seq for the Pα-S fraction cells (n = 2367). Downstream analysis of cluster annotation in Fig. 1. (**a**) Heatmap of pathway enrichment comparing among clusters by ReactomeGSA. Comparison with the enriched pathways between each cluster. (**b**) Principle component analysis of enriched pathways in clusters. (**c**) Heatmap of regulatory transcriptional factors by SCENIC (color code as in Fig. 1a).

### Identification of molecular markers enabling to isolate each of populations

To identify molecular markers enabling us to sort each of the identified populations, we listed candidate markers that are available for FACS sorting among the genes of which expressions showed a 1.5-fold or more increase or decrease in scRNA-seq (Fig. 1c, and Fig. S1, d). As a result, we found that most of the populations had common candidate marker genes CD24, 39, 54, Sca-1 and Ly-6C. When these were used together or different combination to isolate them, subpopulation could be separated at a rate of 0.02–1.12% of the total population (Fig. 3). Thus, the selection markers that we identified here were useful for isolation of individual subpopulations.

**Figure 3:**
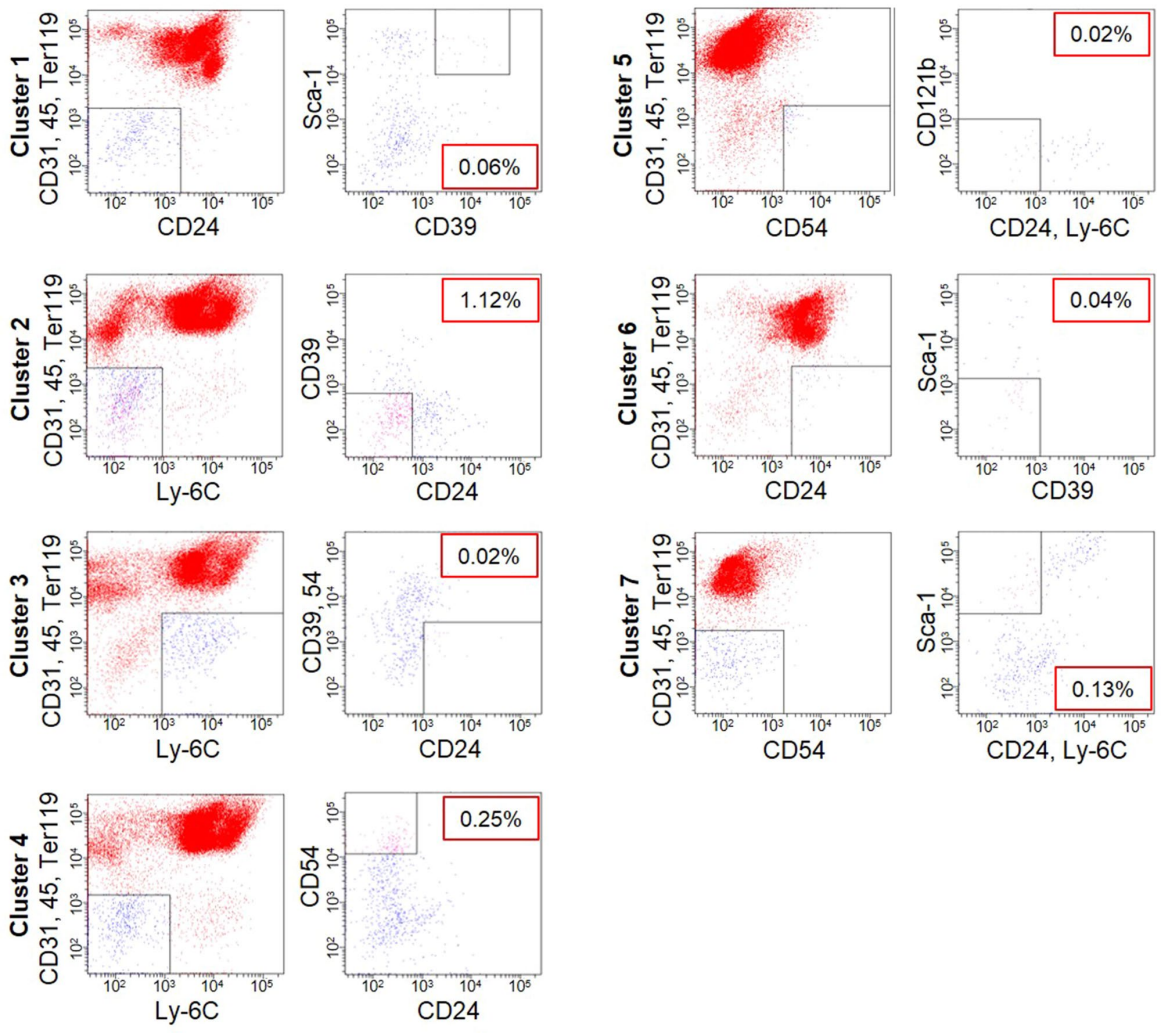
Isolation of each cluster using specific markers. Each cluster was isolated by using the surface antigen gene with large alteration in gene expression profiling by scRNA-seq of Pα-S.

### Genetic character in each cluster by scRNA-seq and ATAC-seq

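RNA-seq of the sorted bone marrow populations was available as 1 library for each of clusters 1 to 7 and 1 library of input bone marrow cells, so no population had a replicate. According to the paper, 35000 cells were collected from mice of 6 to 12 weeks and 30 ng of total RNA was used with polyA selection. The sample labels give an age of 6 weeks, 1 ug of total RNA and another library kit. Their titles name the clusters, but their extraction protocol describes crushed bone marrow and not sorted cells. The authors deposited the number of reads counted on the exons of each of 49315 Ensembl genes, with the total exon length of each gene and without normalization. The Methods describe trimming, alignment with TopHat2 to mm9 and RPKM values, whereas the gene coordinates in the deposited counts are those of GRCm38, since 96.2% of the 23289 gene symbols compared with RefSeq GRCm38.p6 started within 10 kb of the RefSeq position. The counts summed to 24205863 in cluster 1, 25349917 in cluster 2, 27102715 in cluster 3, 32549319 in cluster 4, 12833648 in cluster 5, 31669132 in cluster 6, 33238133 in cluster 7 and 20162876 in the input cells. RPKM, the unit of the Methods, was computed from the deposited counts with the total count on genes and the exon length, and was used as log2(RPKM + 1). The thresholds of the Methods were kept, which left 12360 genes with RPKM above 2 in at least 1 sorted library for the PCA plot and 8726 of these with a fold change above 2 between the highest and the lowest library for the hierarchical clustering. The composition of the libraries affects RPKM. In cluster 5, the 3 loci Lars2, mmu-mir-689-2 and Rn18s-rs5 held 34.8% of the counts (95% Wilson interval 34.8% to 34.9%), against 10.4% in cluster 2 (10.4% to 10.4%) and 0.274% in cluster 7 (0.272% to 0.276%), which lowers the RPKM of every other gene in cluster 5. Haemoglobin genes held 5.21% of the counts in cluster 5 (5.20% to 5.22%) and 0.120% in cluster 6 (0.119% to 0.121%). These intervals cover counting error only, because PCR copies were not separated from independent molecules. With edgeR's TMM factors in place of the total count, the log2 values rose by 0.33 in cluster 5 and 0.26 in cluster 6 and fell by 0.26 in cluster 1.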

To evaluate the genetic characteristics of the subpopulations identified by scRNA-seq, chromatin landscape and gene expression profiles were examined in each of the sorted population (clusters 1–7) by ATAC-seq and RNA-seq analysis, respectively. Based on the peak intensity of ATAC-seq, we conducted clustering analysis and made a PCA plot. The seven clusters were largely divided into two groups according to similarities of open chromatin signatures: group 1 comprised of clusters 1, 3, 4, and 7; group 2 comprised of clusters 2, 5, and 6. In the group 1, cluster 4 was most similar to cluster 1, and then similar to clusters 3 and 7 (Fig. 4a,b). 

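Similarity of the gene expression profiles was measured as Pearson's r of log2(RPKM + 1) across the 12360 genes, which are not independent replicates. Cluster 4 had the highest r with cluster 7 (0.954), followed by cluster 1 (0.949), cluster 3 (0.920), cluster 5 (0.898), cluster 2 (0.893) and cluster 6 (0.879). In 100 sets of counts redrawn with Poisson error, which adds noise and so lowers r, it lay between 0.951 and 0.952 for cluster 7 and between 0.945 and 0.947 for cluster 1. The order of clusters 7, 1 and 3 was kept in all 100 sets, the ranges of clusters 5 and 2 overlapped, and the variation between sorts could not be measured. By Euclidean distance on gene-standardised values cluster 1 ranked 1 and cluster 7 ranked 2. In the hierarchical clustering of gene-standardised values, cluster 1 joined cluster 4 first, at a distance of 87.1, then cluster 3 joined at 95.2, cluster 7 at 103, cluster 2 at 132, cluster 6 at 135 and cluster 5 at 156. With TMM factors cluster 7 joined at 89.3, before cluster 3 at 97.7. Cluster 1 joined cluster 4 first in 96 of the 100 redrawn sets. With only the 7174 genes above RPKM 2 in all 7 libraries, 3 libraries were joined with cluster 4 once cluster 1 had joined. In the PCA, PC1 held 36.9% of the variance, PC2 22.1% and PC3 18.5%. Over these 3 components, with 77.6% of the variance, cluster 4 lay 28.0 units from cluster 3, 58.5 from cluster 1 and 62.4 from cluster 7. The rest of the variance is left out of these distances, and by Euclidean distance on all gene-standardised values cluster 3 ranked 3. Mean r was 0.917 within the open-chromatin groups of clusters 1, 3, 4 and 7 and of clusters 2, 5 and 6, and 0.879 between the groups. No other of the 35 splits of the 7 libraries into 4 and 3 gave as large a difference (one-sided exact permutation test, p = 0.0286, the smallest that 35 splits allow). Mean r was 0.935 within the first group and 0.879 within the second.

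**Figure D1:**
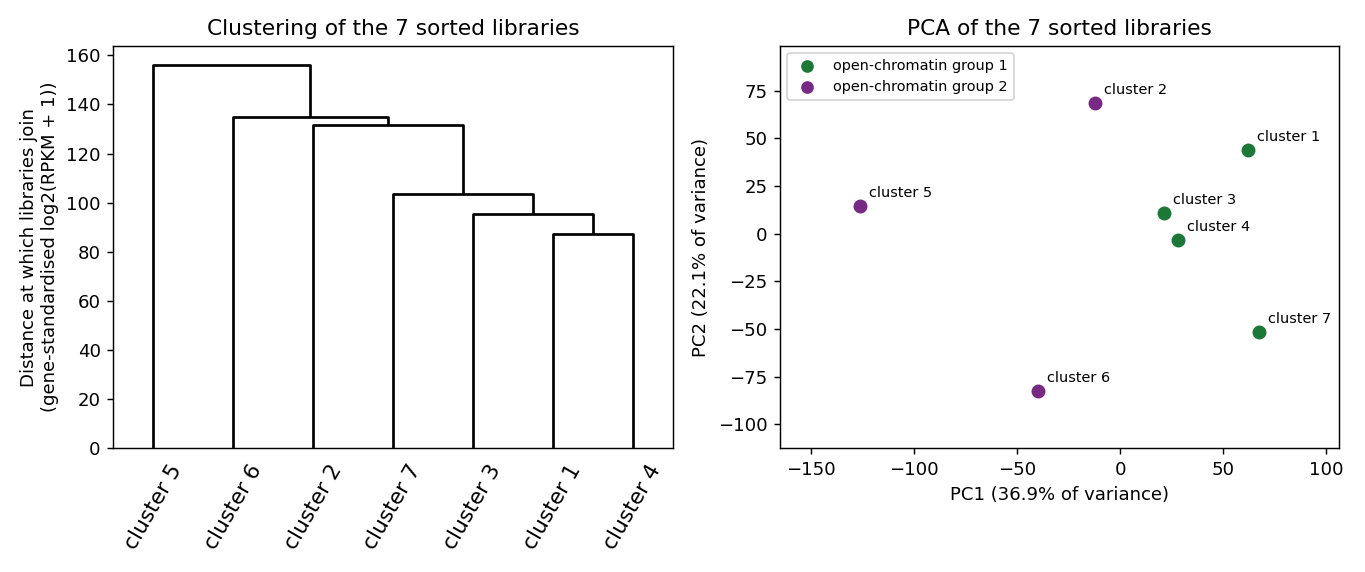
Hierarchical clustering (left, the height is the distance at which libraries join) and PCA (right, PC1 against PC2 with the share of variance) of the 7 sorted libraries, 1 point or branch per library and coloured by open-chromatin group on the right. Clusters 1 and 4 join first at 87.1 and cluster 5 joins last at 156.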

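Expression of the sort markers was compared with the gates of Fig. 3 by counting the pairs of a gate-positive and a gate-negative library in which the positive library had the higher RPKM. Of 23 such pairs, 17 were ordered as the gates (one-sided exact permutation test over all assignments of the 7 libraries to the gates, p = 0.0679). With edgeR's TMM factors or DESeq2's size factors, 18 pairs were ordered so (exact permutation p = 0.0361 for both). The gates were set on surface protein whereas RPKM measures mRNA, so a pair in another order does not show that the sort failed. For CD39 (Entpd1, ENSMUSG00000048120, chromosome 19 of GRCm38 from 40612366 to 40741602), Sca-1 (Ly6a, ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031) and Ly-6C (Ly6c1 and Ly6c2 summed), all 3, 2 and 4 pairs were ordered as gated. Ly6a RPKM was 589.8 in cluster 1 and 226 in cluster 7, sorted as Sca-1 positive, and 4.98 in cluster 6, sorted as negative. For CD54 (Icam1, ENSMUSG00000037405, chromosome 9 from 21015985 to 21028817), 3 of 4 pairs were ordered so, since RPKM was 237 in cluster 4 and 44.5 in cluster 5, sorted as positive, but 149.6 in cluster 7, sorted as negative. For CD24 (Cd24a, ENSMUSG00000047139, chromosome 10 from 43578284 to 43584265), 5 of 10 pairs were ordered so. RPKM was 137 in cluster 6 and 49.9 in cluster 3, sorted as positive, and 125.9 in cluster 2, sorted as negative. The 5 ordered pairs were those of cluster 6 and the 5 others those of cluster 3. The genes of Fig. 1d were compared with the sorted libraries in the same way. The list under cluster 6 in that figure holds S100a8, S100a9, Ngp and Camp. The paper's text instead proposes an adipogenic direction for cluster 6 and haematopoietic character for clusters 3 and 4, so the numbering of the lists is uncertain. The mean gene-standardised expression of a cluster's genes in the library of the same number averaged 0.0298 over the 7 clusters, where the highest average that any assignment of libraries to lists reached was 0.824. Of all assignments, 2162 scored as high as the labelled one (one-sided exact permutation test, p = 0.429). With genes above RPKM 2 in all 7 libraries the average was -0.0248. The genes of clusters 1 and 4 were highest in the library of the same number, with mean values of 0.991 and 1.02. The genes of cluster 7 were highest in the cluster 3 library (1.52), those of clusters 2 and 5 in the cluster 4 library (0.388 and 1.05) and those of clusters 3 and 6 in the cluster 7 library (1.05 and 1.25). In the cluster 3 library the genes of cluster 3 were at their lowest (-1.07). Compared with 10000 random lists matched on mean expression, the median in the library of the same number lay at percentile 100 for the genes of clusters 1 and 4, 99.9 for cluster 5, 81.2 for cluster 6, 36.3 for cluster 2, 7.75 for cluster 7 and 0 for cluster 3. The mean in the library of the same number was -0.234 for cluster 5, rank 4 of 7 libraries, and -0.441 for cluster 6, rank 6. In the cluster 5 library 46.3% of all genes compared had their lowest value.

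**Figure D2:**
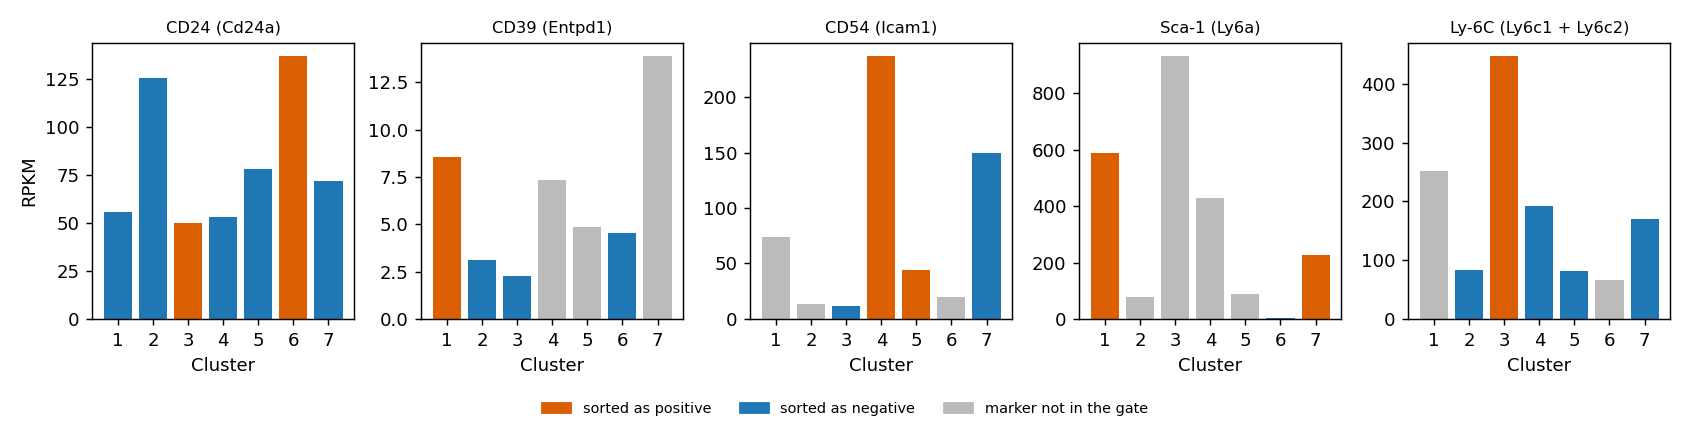
RPKM (vertical axis, from 0) of the gene or genes of each sort marker in the 7 sorted libraries (horizontal axis), 1 bar per library, coloured by the gate of Fig. 3. Ly6a is at 4.98 in cluster 6, sorted as negative, and Icam1 at 149.6 in cluster 7, also sorted as negative.

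**Figure D3:**
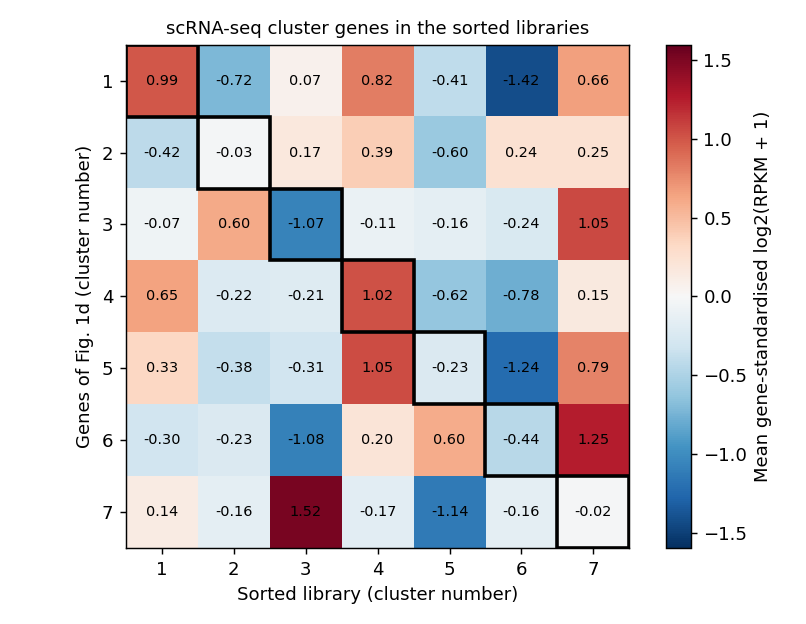
Mean gene-standardised log2(RPKM + 1) of the Fig. 1d genes of each cluster (rows) in each sorted library (columns), with the library of the same number outlined. The outlined value is the highest of its row for clusters 1 and 4, at 0.991 and 1.02.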

When gene expression data obtained by RNA-seq were also subjected to clustering analysis and PCA plot analysis, we obtained similar results to the open chromatin signature; cluster 4 was most similar to cluster 1, and then similar to clusters 3 and 7, suggesting that the subpopulations identified by scRNA-seq were successfully sorted (Fig. 4c,d). These data indicate that each cluster is an independent population, along with genetic similarity between the clusters to some extent.

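Between 728 genes (clusters 4 and 7) and 3778 genes (clusters 5 and 7) differed more than 2-fold in RPKM + 1 between a pair of libraries, with a median of 2041 over the 21 pairs and RPKM above 2 in at least 1 library of the pair. With TMM factors the number ranged from 670 to 2941 with a median of 1821. Counting error gave at most 35 such genes between clusters 1 and 4 in simulated libraries without any change. The pair of clusters 6 and 1 had the lowest r of all pairs, 0.832. As each population had 1 library, these numbers compare libraries, and the variation between sorts of the same population is not in them. From the similar grouping of the ATAC-seq and RNA-seq data, the paper proposes that the subpopulations of the scRNA-seq were sorted, and concludes that the clusters are independent populations with some similarity.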

**Figure 4:**
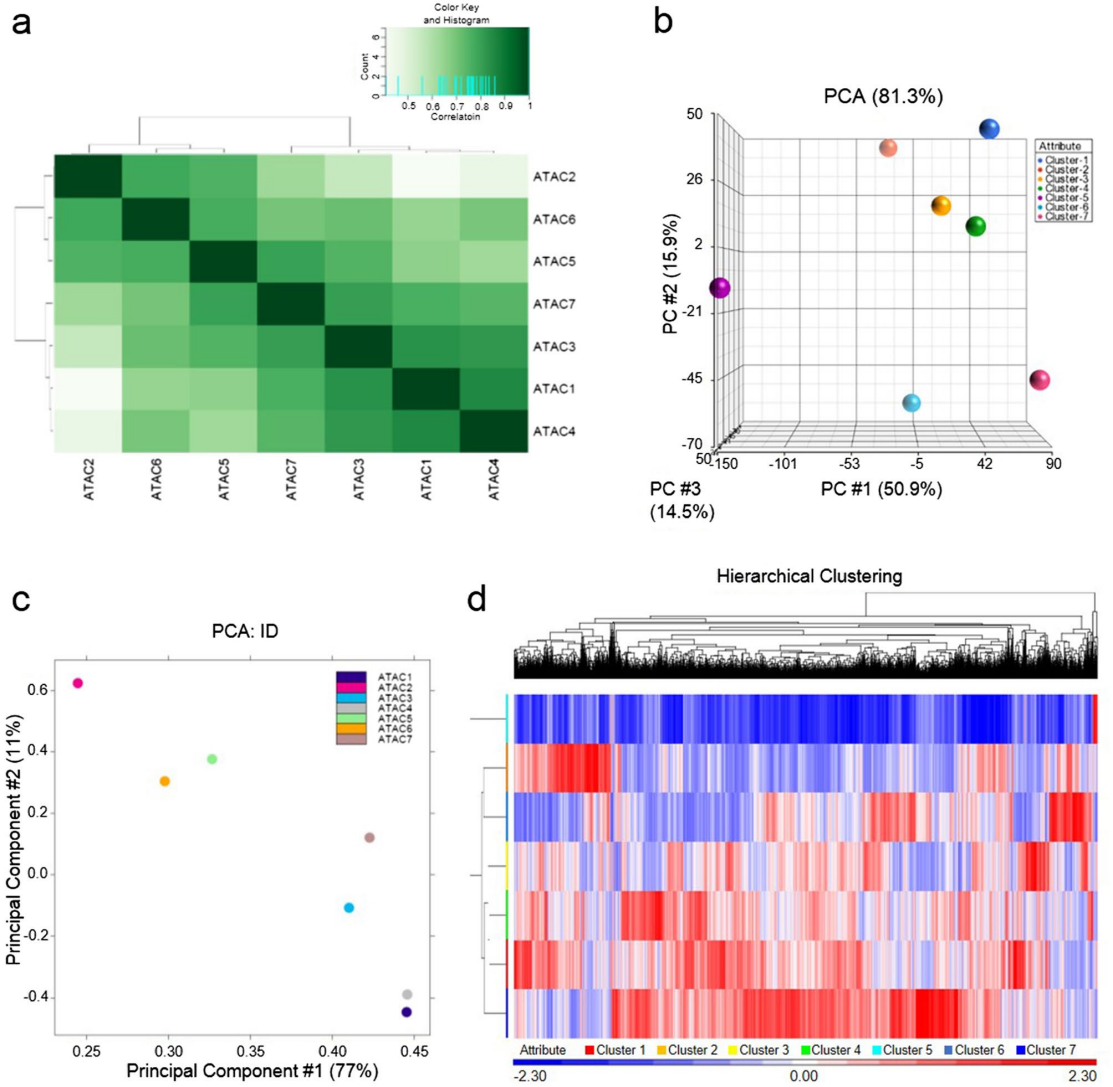
Identification of cluster-specific open chromatin regions and gene expression by ATAC-seq and RNA-seq analyses. (**a**) Clustering analysis for the peak intensity of each cluster in ATAC-seq. (**b**) PCA plots based on the peak intensity of ATAC-seq. (**c**) PCA plot analysis based on the gene expression profiles in RNA-seq analysis. (**d**) Clustering analysis based on gene expression in RNA-seq analysis.

### Clusters possess the closest properties to stem cells

To characterize each of the subpopulations functionally, we analyzed their CFU-F activities and differentiation potentials in vitro. Most of the subpopulations had the CFU-F activity as in the Pα-S group, while clusters 1 and 5 had significantly higher activity (Fig. 5a). Cluster 1 and 5 also showed vigorous proliferation in the cell proliferation assay. Cluster 3 and 4 proliferated at similar rate as PαS, while cluster 2, 6 and 7 showed much poorer proliferations (Fig. 5b). Furthermore, when these subpopulations were induced trilineage differentiation, each cluster showed peculiar pattern of the differentiation ability (Fig. 5c). However, there was no significant difference in the gene expression, because of high batch to batch variation. Cluster 1 and 5, which showed significantly higher CFU activity (Fig. 5a), tended to differentiate into osteogenic and adipogenic, but not chondrogenic linages. The cluster 4, 1 of the 2 clusters which showed comparable proliferation ability to PαS, showed tendency of higher expression of 5 genes out of 6 examined, and similar expression of Sox9 compared to PαS. Given that the differentiation state altered around cluster 4 in pseudotime analysis and cluster 4 showed more undifferentiated characteristics than other clusters (Fig. 1b), cluster 4 is likely to possess the closest properties to stem cells. Clusters 1 and 5 may also have similar properties. The number of cells is different between the Pα-s cell population, which is a bulk population, and each of subdivided clusters. In addition, it is predicted that the gene expression level per cell will also be different. We suppose that these features cause the high variation of the clusters.

**Figure 5:**
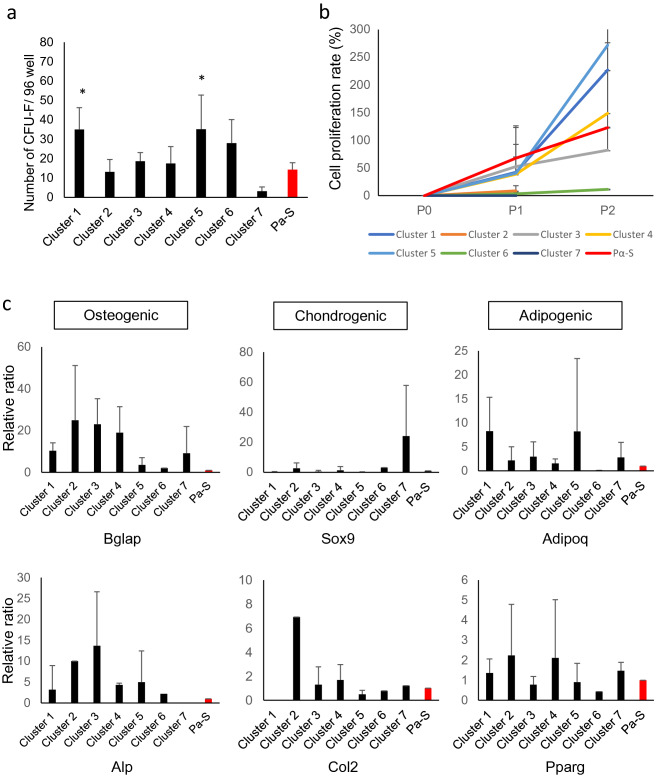
Stem cell properties of each cluster. (**a**) Graph showing bone marrow fibroblastic colony forming unit (CFU-F). *P < 0.01 versus Pα-S (n = 9). (**b**) Cell proliferation assay for each cluster. (**c**) Real Time PCR analysis for mesenchymal lineage marker expression in each cluster following 2-week treatment with mesenchymal differentiation media. **P < 0.05 versus Pα-S (n = 6).

### Functional significance in open chromatin regions by GREAT analysis

Given the stem cell-like characteristics of cluster 4, we next attempted to identify cluster 4-specific signatures. However, in comparison of ATAC-seq and RNA-seq data between all clusters, we found no cluster 4-specific open chromatin regions or expressed genes, although there is a similarity between open chromatin and the signature of gene expression (Fig. 4). 

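With the thresholds of the Methods, 37 genes had RPKM above 2 in cluster 4 and RPKM + 1 more than 2-fold that of each of the other 6 libraries, among 9838 genes with RPKM above 2 in cluster 4. Simulated libraries without change gave at most 2 such genes for cluster 4 in 10 simulations. Of the 37 genes, 28 had at least 50 counts in cluster 4 and 9 had RPKM of at most 1 in every other library. The median ratio of RPKM + 1 to the next-highest library was 2.54, and with a threshold of 4-fold 3 genes passed. The next-highest library was cluster 7 for 18 genes. The highest ratios among genes with at least 50 counts belonged to ENSMUSG00000095753, on chromosome 6 of GRCm38 from 69648824 to 69649363, with 60 counts in cluster 4 and 3 in cluster 6, and to ENSMUSG00000103254, on chromosome 12 from 114657353 to 114657786, with 96 counts in cluster 4 and 11 in cluster 6. Neither has a symbol in the name table used, and both are among the 3 genes above 4-fold, of which the third also has none. The first lies on chromosome 6 between the immunoglobulin segments Igkv2-112 and Igkv3-10, and Igkv3-10 is itself among the 37 genes. Whether the reads on these genes came from other cells was not tested. Cxcl12 (ENSMUSG00000061353, chromosome 6 from 117168535 to 117181367) had RPKM 139 in cluster 4 from 37061 counts and 48.5 in cluster 7 from 13173 counts, a ratio of RPKM itself of 2.87 (exact binomial 95% interval 2.82 to 2.93). Adipoq (ENSMUSG00000022878, chromosome 16 from 23146536 to 23158028) had RPKM 29.6 in cluster 4 and 6.77 in cluster 5, a ratio of 4.37 in RPKM and 3.94 in RPKM + 1. These intervals compare the reads of single libraries, and no replicate was there to test the difference between populations.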

We then focused on clusters 1, 4, and 5, of which properties were similar to stem cells, and compared their ATAC-seq peaks. Among the three clusters, cluster 1 and cluster 4 showed similar gene expression profile and open chromatin signature, while cluster 4 seemed to be closer to stem cells (Fig. S2, a). Therefore, at first, we focused on open chromatin regions that were present in clusters 4, but not in cluster 1, as these regions may be associated with stem cell property of cluster 4; we performed GREAT analysis on these regions to investigate their functional significance. 

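Between the cluster 1 and cluster 4 libraries, 781 of 10959 genes differed more than 2-fold in RPKM + 1, against 3068 of 11014 between clusters 1 and 5 and 2646 of 10499 between clusters 4 and 5. Pearson's r across genes was 0.907 for clusters 1 and 5. Of the genes differing between clusters 1 and 4, 407 were higher in cluster 1 and 374 higher in cluster 4. With TMM factors the split was 240 and 513. Between clusters 1 and 5, 2628 were higher in cluster 1 and 440 in cluster 5, which became 678 and 825 with TMM factors. Between clusters 4 and 5, 2100 were higher in cluster 4 and 546 in cluster 5, and 1030 and 849 with TMM factors. With DESeq2 size factors this direction reversed, to 803 and 984. By total count and with TMM factors, fewer genes differed between clusters 1 and 4 than in either comparison with cluster 5. The numbers under TMM were 753, 1503 and 1879 genes.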

The regions were associated with genes expressed in oocytes or pre-implantation embryos (secondary polar body, zona pellucida and compacted morula), indicating that the cluster 4-associated genes may represent immature stem cell property of the cluster (Fig. 6). Furthermore, we compared the open chromatin regions of cluster 4 and 5, because tri-linage differentiation assay also indicated more stem-cell like properties of cluster 4. Surprisingly, these 2 clusters shared the open chromatin regions indicating immature characteristics describe above (Fig. S2, b). From 576 open chromatin regions that were commonly present in clusters 4 and 5, but not in cluster 1 in the Venn diagram, we searched for open chromatin regions specific for clusters 4 that represented stem cell properties. However, it was difficult to precisely evaluate factors that represent stem cell properties such as immature and differentiation tropism, and that were expressed in a cluster-specific manner. These results indicate that subtle differences in signal variability and some key factors may affect the directional differentiation and maintenance of undifferentiated state, although detailed analysis is necessary to draw conclusion in the future.

**Figure 6:**
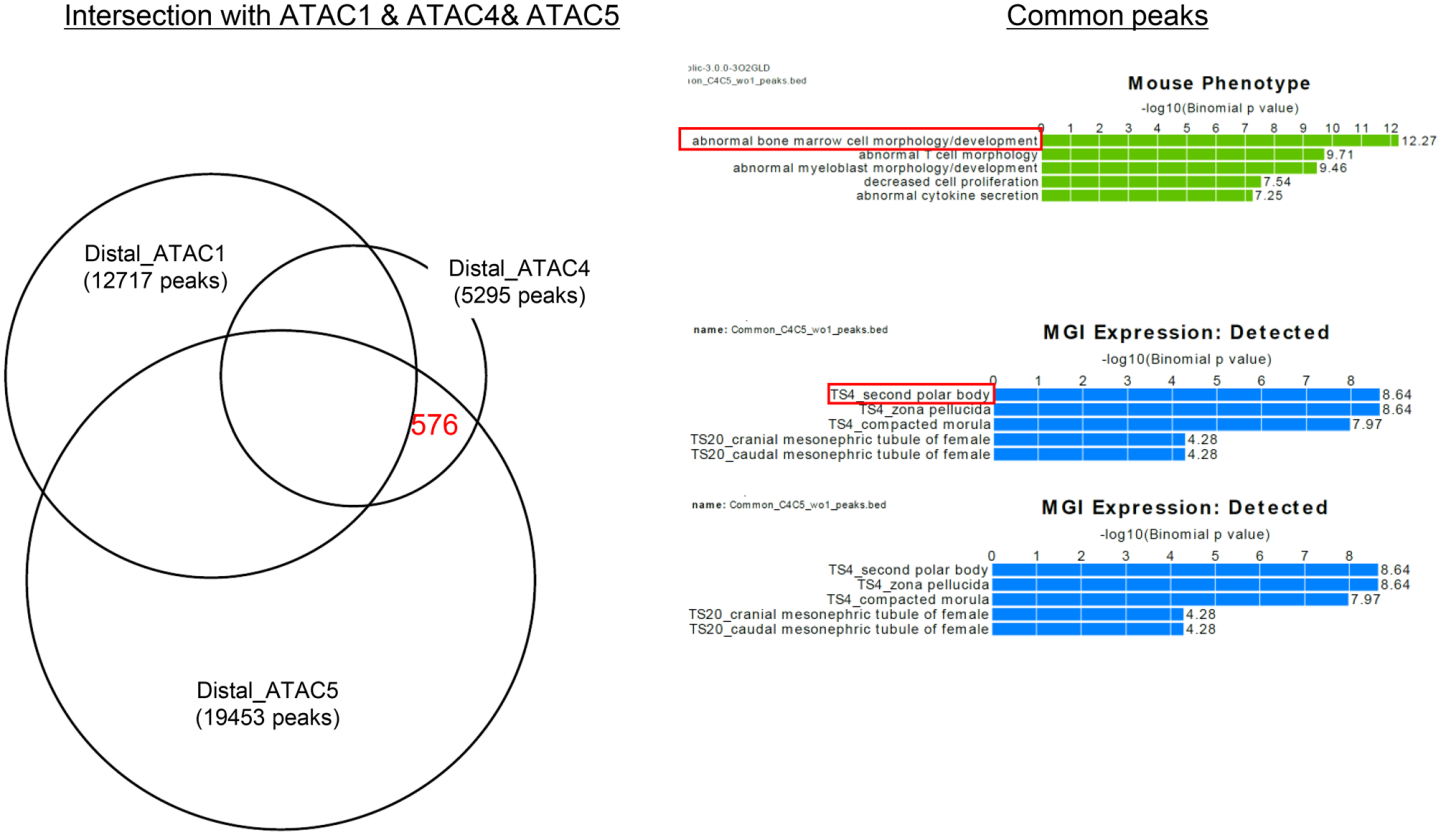
Analysis of open chromatin signals. Open chromatin regions common to clusters 4 and 5 and different from cluster 1 (left) were analyzed by GREAT analysis (right).

## Discussion

Recently, genome structure has been known to play an important role in stem cell property. Previous studies for ES cells and iPS cells reported that genomic regions involved in differentiation-directed regulation undergoes epigenetic regulation by methylation or acetylation at a certain stage^29^. Regarding tissue stem cells, epigenomic analyses of HSC revealed that undifferentiated state was maintained by the polycomb complex protein^30^.

However, analysis of genome structure has not progressed for tissue stem cells such as MSCs because of the heterogeneity of cells collected using existing markers for MSCs. We hypothesized that if cells with different functions and characteristics existing in MSC could be individually separated, it is possible to elucidate the innate tissue stem cell, which is clearly different from previous studies. To verify the hypothesis, we took advantage of scRNA-seq. NGS technology has been dramatically improved in recent years, and it is now possible to perform detailed genetic analysis at the single-cell level for heterogeneous cell population including stem, progenitor and stroma cells, which were previously thought to be MSCs. Previous studies reported that the Pα-S population has some of the Lepr expression and properties common to CAR cells and Nestin-positive cells^23^. In addition, recent reports on bone marrow stem cell niche elucidated the gene expression profile of mesenchymal stromal cell populations present in bone marrows, including Lepr-positive cells and CAR cells^31–33^. Although Pa-S cells include a part of the Lepr-positive cell population, it is not mentioned in these studies. In this study, we suggest that Pα-S cells are an independent cell population as described before because Pα-S cell population was not observed in the expression of Cxcl12 and Lepr defined by CAR cells and Lepr-positive cells. Therefore, scRNA-seq, RNA-seq, and ATAC-seq data in this study are newly obtained datasets, which do not overlap with the previous studies.

Our scRNA-seq analysis revealed seven genetically distinct subpopulations in the mesenchymal stromal cell population. We then found genes that are mutually expressed in these cell populations by gene expression profiles and successfully separated cell populations individually by combination of previously established MSC markers CD24, 39, 54, and Sca-1. Therefore, in this study, we also confirm that these genes are useful markers to isolate subpopulations^5,14,34–42^.

Next, we hypothesized that the change of genome structure plays a key role for MSC properties, and we expected that inventive results could be obtained by ATAC-seq analysis in bone marrow-derived MSCs. This study provided the first molecular characterization and functional follow-up of these seven cell populations. Gene expression profiles in subdivided individual clusters and epigenome data obtained by our ATAC-seq analysis suggest potential mechanisms underlying the specification of each of these populations. Selective detection of the open chromatin structure on a genome-wide basis enables to elucidate the mechanism of gene regulation. As a result, the specificity of each cluster indicated an independent cell population from heterogenous cell population^43^.

Our in vitro studies suggest that clusters have functionally different properties, and bioinfomatic analysis on RNA-seq and ATAC-seq also confirmed the properties of each cluster. Therefore, we demonstrated profile of the genes by RNA-seq and ATAC-seq, and found that each cluster in MSCs has a distinct transcriptome and epigenome. Thus, our study directly addressed the question of how each cluster has independent features, identifying many known regulators that are potentially involved in the establishment of cell-type specific chromatin structures and gene expression programs.

ATAC-seq contained more information to identify cluster type-specific features. Indeed, our data showed that the expression of cell type-specific genes was well correlated with the chromatin accessibility of the corresponding promoters; the gene expression pattern in RNA-seq and open chromatin signature in ATAC-seq are in a good agreement. ATAC-seq can identify not only promoter regions, but also the open chromatin regions of intergenic regions, which presumably contain cell-type specific enhancer regions^44^. However, we failed to find cluster-specific open chromatin regions, as in stem cells characterized by differentiation directionality regulation and maintenance of immature. Given that higher order structure of the genome including the open chromatin status is set up prior to gene expression and not strictly specific for each cell types^45^, open chromatin is not necessarily associated with subpopulation-specific gene expression in MSCs. In addition, we could not confirm specific gene expression patterns that precisely characterize each of the clusters, suggesting that we focused on the stem cell properties.

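The number of genes above 2-fold over each of the other 6 libraries was 39 for cluster 1, 161 for cluster 2, 71 for cluster 3, 221 for cluster 5, 40 for cluster 6 and 98 for cluster 7. In simulated libraries without change it was at most 3 in clusters other than cluster 5 and at most 11 in cluster 5, which had the lowest total count. TMM factors changed the numbers to 19, 94, 80, 369, 98 and 32 in the same order. In cluster 5, 82 of the 221 genes had at least 50 counts. Its 221 genes include haemoglobin and mitochondrial genes such as Hba-a1 and mt-Co1, and U6 small nuclear RNA entries with few counts. Those of cluster 7 include genes of blood cells such as Csf1r, Itgam and Cd74. Whether these reads came from the sorted populations or from other cells was not tested. For each cluster, the gene with the highest ratio among those with at least 50 counts was taken as an example. In cluster 1 it was Spink5 (ENSMUSG00000055561, chromosome 18 of GRCm38 from 43963235 to 44022501), with RPKM 11.5 against 0.218 in cluster 4. In cluster 3 it was Csf2 (ENSMUSG00000018916, chromosome 11 from 54247271 to 54249667), with RPKM 40.1 from 870 counts against 64 counts in cluster 1. In cluster 6 it was Ibsp (ENSMUSG00000029306, chromosome 5 from 104299171 to 104311469), with 3192 against 740 in cluster 7. In cluster 2 it was Trdj1, a short T cell receptor gene segment, with 177 counts against 20 in cluster 6. In cluster 7 it was the immunoglobulin segment Igkv2-112, with 94 counts against 1 in cluster 5, at least 12.1-fold higher in RPKM, and in cluster 5 it was the Rn18s-rs5 locus, with 545609 counts against 146341 in cluster 1. The treatment of reads shared with similar loci, which bears on the last 3 of these, is not named in the text of the paper.

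**Figure D4:**
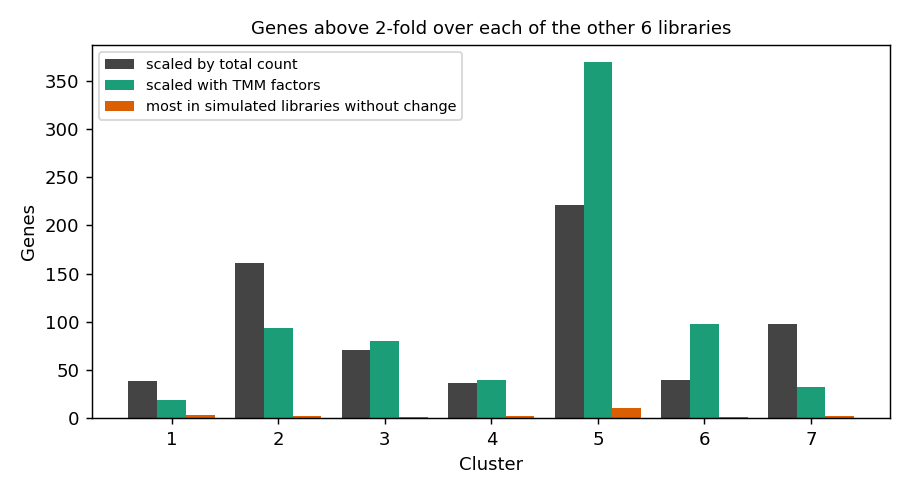
Number of genes (vertical axis) above 2-fold over each of the other 6 libraries for each cluster (horizontal axis), scaled by total count or with TMM factors, beside the most found in 10 simulated sets of libraries without change. Cluster 5 has 221 genes by total count and 369 with TMM factors.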

In this study, we attempted to identify tissue stem cells in the bone marrow; our analysis did not detect previously reported ES- and iPS-like population in MSCs. However our GREAT analysis indicates that clusters plays an important role in organogenesis in early development. Thus, these results suggest that isolated clusters are available for treatment of tissues defects in bone and cartilage diseases. Further examination will require on whether or not the clusters have pulripotency.

## Methods

### Mice

All experimental procedures and protocols for the present experiments were approved by the ethics committee or institutional committee for animal research of the University of Tokyo and were performed in accordance with the Guide for the Care and Use of Laboratory Animals and the ARRIVE guidelines. C57BL/6JJcl mice (6–12 weeks old) were purchased from CLEA Japan, Inc. (Tokyo, Japan). C57BL/6-Tg(CAG-EGFP)10sb/J mice, transgenic mice that ubiquitously express EGFP under the control of the CAG promoter, 6–12 weeks of age were purchased from CHARLES RIVER LABORATORIES JAPAN. The mice were kept under specific pathogen–free conditions in our animal facility at the University of Tokyo.

### Preparation of BM cell suspension

Femurs, tibias and ilium were dissected and crushed with a scissors and a pestle. The crushed bones were gently washed once in HBSS+ (Hanks-balanced salt solution supplemented with 2% FBS, 10 mM Hepes, and 100 U/mL penicillin/ 0.1 mg/mL streptomycin solution), and the solution filtered through a cell strainer (BD Falcon) was discarded. The bone fragments were collected and incubated for 1 h at 37 °C in 20 mL of DMEM (Invitrogen) containing 0.2% collagenase (Wako Chemicals USA, Inc.), 10 mM Hepes and 100 U/mL penicillin/ 0.1 mg/mL streptomycin solution. The suspension was filtered with a cell strainer (BD Falcon) to remove debris and bone fragments, and collected by centrifugation at 400 g for 5 min at 4 °C. The pellet was immersed in 1 mL water (Sigma-Aldrich) for 5–10 s to burst the red blood cells, after which 1 mL of 2 × PBS (diluted the product from Sigma-Aldrich) containing 4% FBS was added, and the suspension was filtered through a cell strainer. These serial procedures are described in previous report^28^.

### RNA isolation and quantitative PCR

For RNA isolation from differentiated cells, live cells were collected in Tri-Reagent buffer (Sigma-Aldrich) and cell lysates were homogenized with 21G needle on ice. Reverse transcription was performed using the PrimeScript RT reagent kit (TaKaRa), following the manufacturer’s recommendations for a standard-yield reaction (15 min of amplification time). mRNA expression was normalized to Hprt1 (for the experiments represented in Fig. 5. Expression levels of mRNA were assessed by real-time PCR using the SYBR Green Master Mix (Thermo Fisher Scientific). For relative quantitation of gene expression, mouse-specific Gapdh and Hprt1 (Invitrogen) were used as internal controls. Gene expression assays show mean values over three biological replicates; the experiment was performed three times. All other PCR primer sequences are listed in the supplementary table.

### scRNA-seq

For the initial scRNA-seq experiment was performed using the Chromium Single Cell Gene Expression Solution (10× Genomics), following the manufacturer’s protocol. The MSC was isolated from ten 6-week-old mice (all males). Cells were stained with the anti-mouse antibodies CD31 PE-Cy7, CD45 PE-Cy7 and TER119 PE-Cy7 (Biolegend), Sca-1 PE (eBioscience) and PDGFR-α APC (eBioscience), and 30,000 Lin − Sca-1 + Pdgfr-α + were isolated using a BD Bioscience FACS Aria III Fusion. Cells were washed and resuspended in 250 μl FACS buffer (PBS, 2% FBS, 1 mM EDTA), targeting the required 1000 cells/μl concentration, accounting for a 10–20% loss. We pipetted 9.7 μl cell suspension (concentration of 913 cells/μl, ~ 8800 cells), targeting the recovery of ~ 5000 cells. Single-cell RNA-seq libraries were obtained following the 10× Genomics recommended protocol, using the reagents included in the Chromium Single Cell 3’ v2 Reagent Kit. Libraries were sequenced on the NextSeq 500 v2 (Illumina) instrument using 150 cycles (18 bp barcode + UMI, and 132-bp transcript 3’ end), obtaining ~ 5 × 10^8^ raw reads^46,47^.

### scRNA-seq data analysis

The 10× Genomics scRNA-seq data was processed using cellranger-2.1.0, default parameters and the mouse NCBI38/mm10 genome. Molecular counts were obtained for 2300 cells (filtered matrix), with 160,000 mean reads/cell, an average of 60.5% reads mapping to the transcriptome and 3000 median genes detected per cell. We also filtered outlier cells using the median absolute deviation from the median total library size (logarithmic scale) as well as total gene numbers (logarithmic scale), as implemented in scran36, using a cutoff of 3 (isOutlier, nmads = 3). Log (normalized expression) values were obtained using size factors per cell, estimated with scran. Genomic alignment rates and number of detected genes/cell suggested that our data were of high quality^48^. No cutoff of expressed gene features in each cell was performed (Supplemental Fig. 1a). Percentage of mitochondrial genes in all expressed genes was less than 8%, and its distribution on t-SNE plot is almost equal from the appearance (Supplemental Fig. S1b). This is why regressing out of mitochondrial genes was not performed.

Dimension reduction with t-SNE and grouping into 7 clusters were performed with cell Ranger^49^. Information of clusters and coordination on t-SNE plot was succeeded in downstream analyses. Trajectory analysis was performed with Monocle3^50^ onto Seurat object. Feature plots, a dot plot, and a heatmap of top 10 ranked differentially expressed genes were made by Seurat v4^51^. Pathway enrichment analysis was perfomed by ReactomeGSA (Griss J, Mol Cell Proteomics 2020), Enrichment of focused pathways was summarized in a heatmap, and trend of all the enriched pathways in each cluster was summarized with PCA plot. Regulatory gene network analysis was perfomed by SCENIC^52^. Relative activities of each regulatory transcriptional factor with its number of downstream regulated genes were summarized in a heatmap.

### FACS-based cell isolation of mouse cells

The isolated single-cell suspension was diluted to 0.75 or 1 × 107 cells/ml with FACS buffer (PBS with 2% FBS, 1 mM EDTA, 1% penicillin) and the following antibodies were added: anti-mouse CD31 PE-Cy7, anti-mouse CD45 PE-Cy7, anti-mouse TER119 PE-Cy7 (BioLegend) for selecting the Lin − population; anti-mouse Sca1-PE (eBioscience), anti-mouse CD140a APC (eBioscience) and anti-mouse CD24 PE, APC (eBiosciences) to enrich the Lin − population with ASPCs; anti-mouse CD39 PE, APC (eBioscience), anti-mouse CD54 PE, APC(eBioscience) with APC for separating populations negative and positive for the given marker.

The cells were incubated with the cocktail of antibodies on ice for 20 min protected from light, after which they were washed and stained with DAPI (Sigma-Aldrich) or propidium iodide (Molecular Probes) for assessing viability, and subjected to FACS using a Becton Dickinson FACSAria III Fusion sorter. Compensation measurements were performed for single stains using compensation beads (eBiosciences).

### Differentiation cultures

To induce adipocyte differentiation, subconfluent cells were cultured with 3 cycles of Adipogenic Induction Medium/ Adipogenic Maintenance Medium, with supplements from the Adipogenic Induction/Adipogenic Maintenance SingleQuot kit (Lonza). Each cycle consisted of feeding the subconfluent cells with the induction medium for 3 days, followed by 3 days of culture in the maintenance medium. After 14 days, the cells were harvested with TRI Reagent (Sigma-Aldrich). For chondrogenic differentiation, the 2 × 10^4^–2.5 × 10^5^ cells were seeded into a 15-mL conical tube. The tube was spun at 400 g for 5 min at room temperature, and the supernatant was aspirated. The cells were resuspended in 1 mL Differentiation Basal Medium Chondrogenic, with supplements from the Chondrogenic SingleQuot kit (Lonza), spun at 400×g for 5 min, and the medium was aspirated. The cells were resuspended in 1 mL of Differentiation Basal Medium Chondrogenic, supplemented with Chondrogenic SingleQuots kit, TGF-β3 (10 ng/mL; Lonza) and BMP-6 (500 ng/mL; R&D Systems), and spun at 150 g for 5 min at room temperature. The pellet was maintained with Differentiation Basal Medium changed every 3–4 days for 2 weeks. After 3 weeks, cell clumps were harvested with TRI Reagent. To induce osteocyte differentiation, subconfluent cells were cultured with Differentiation Basal Medium Osteogenic, supplemented with Osteogenic SingleQuots (Lonza) for 14 days. The cells were then harvested with TRI Reagent^15^.

### RNA-seq analysis

RNA-seq analysis was performed as described^53^. Briefly, 35,000 cells were collected and 30 ng of total RNA was subjected to analysis. The RNA libraries were constructed by mRNA sequencing via polyA selection kit. Sequencing was performed with Hiseq PE 2 × 150 (Illumina). The sequence reads were aligned and mapped using Partek Flow software v2.2 (Partek). The raw reads were first subjected to pre-alignment Quality Assurance and Quality Control (QA/QC). Any base below a Phred value of 20 was trimmed from either side of the read and reads shorter than 25 nt length were removed. The processed reads were aligned by Tophat2-2.0.8^54^ to mm9 reference genome. The mapping quality and coverage were checked by post-alignment QA/QC. Aligned reads were quantified and normalized as reads per kilo base length of transcript per million reads (RPKM). Heat map of hierarchical clustering and PCA plot were generated by Partek Genomics Suite. In the analysis, we used selected genes based on the following criteria: fold change > 2 and rpkm > 2 for the hierarchical clustering; rpkm > 2 for the PCA plot.

### ATAC-seq analysis

The ATAC-seq was performed as described^55^. Briefly, 50,000 cells were collected and lysed with lysis buffer containing 10 mM Tris–HCl, 10 mM NaCl, 3 mM MgCl2, and 0.1% IGEPAL CA-630. Tn5 transposase reaction using the Tagment DNA Enzyme 1 (TDE1) (Illumina) was carried out at 37 °C for 30 min. The reacted DNA was purified using QIAGEN MinElute PCR purification kit and amplified for 8–15 cycles to produce libraries for sequencing. The ATAC-seq libraries were sequenced on Illumina Hiseq X sequencer. The sequence reads were aligned to the mouse genome reference sequence mm9 by bowtie aligner^56^. Peak calling was performed by two-sample analysis on CisGenome software^57^ with a *P*-value cutoff of 10^–5^ comparing with the input control. Peaks were incorporated into further analysis displaying an FDR < 0.01. Correlation heat map and PCA plot were generated by DiffBind software in R with default setting. Peak intersection was performed by BEDTools-Version-2.16.2. For gene ontology analysis, GREAT GO analysis was performed utilizing the online Genomic Regions Enrichment of Annotations Tool (GREAT), version 3.0.1^58^ with default setting.

### Statistical analysis

The data are presented as the mean ± standard error of the mean (SEM) and each independent experiment shown was reproduced three to five times. The comparison between two conditions was done by unpaired t test. A one-way repeated-measures ANOVA was applied to identify significant differences among conditions or groups. When a significant difference was observed, the data were subjected to post hoc analysis. A *p* < 0.05 was considered significant.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Caption.

## Data Availability

The scRNAseq, RNA-seq and ATAC-seq that support the findings of this study have been deposited in the GEO under accession code GSE171531. Data are further available in processed form for download and interactive browsing at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171531.

# Supplementary material for: Mesenchymal stromal cells in the bone marrow niche consist of multi-populations with distinct transcriptional and epigenetic properties
**Source:** Sci Rep. 2021 Aug 4;11:15811. doi: 10.1038/s41598-021-94186-5
**Supplement:** Supplementary file 3 — Supplementary Information 3.

**Supplementary Table**

Primers sequences for RT-PCR..

| **Gene name** |  | **Sequence** |
| --- | --- | --- |
| Gapdh | FW | 5'- CCACTAACATCAAATGGGGTGAGG -3' |
|  | RV | 5'- TACTTGGCAGGTTTCTCCAGGC -3' |
| Hprt | FW | 5'- TCAGTCAACGGGGGACATAAA -3' |
|  | RV | 5'- GGGGCTGTACTGCTTAACCAG -3' |
| Col2a1 | FW | 5'- TTGAGACAGCACGACGTGGAG -3' |
|  | RV | 5'- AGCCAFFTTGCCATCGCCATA -3' |
| Sox9 | FW | 5'- TCTCCTAATGCTATCTTCAAGGCG -3' |
|  | RV | 5'- TGCTCAGTTCACCGATGTCCAC -3' |
| Alp | FW | 5'- CACAATATCAAGGATATCGACGTGA -3' |
|  | RV | 5'- ACATCAGTTCTGTTCTTCGGGTACA -3' |
| Bglap | FW | 5'- GGGCAATAAGGTAGTGAACAG -3' |
|  | RV | 5'- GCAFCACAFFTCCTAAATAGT -3' |
| Adipoq | FW | 5'- TGTTCCTCTTAATCCTGCCCA -3' |
|  | RV | 5'- CCAACCTGCACAAGTTCCCTT -3' |
| Pparg | FW | 5'- ACCACTCGCATTCCTTTGAC -3' |
|  | RV | 5'- TGGGTCAGCTCTTGTGAATG -3' |

# Supplementary material for: Mesenchymal stromal cells in the bone marrow niche consist of multi-populations with distinct transcriptional and epigenetic properties
**Source:** Sci Rep. 2021 Aug 4;11:15811. doi: 10.1038/s41598-021-94186-5
**Supplement:** Supplementary file 4 — Supplementary Caption.

Mesenchymal stromal cells in the bone marrow niche consist of multi-populations with distinct transcriptional and epigenetic properties

Sanshiro Kanazawa, Hiroyuki, Okada, Hironori Hojo, Shinsuke Ohba, Junichi Iwata, Makoto Komura, Atsuhiko Hikita, Kazuto Hoshi

**Supplementary Figure 1**

Preprocess for scRNA-seq of the Pα-S fractions.

**Supplementary Figure 2**

A comparison between cluster 4 and 1 in open chromatin signals, and between cluster 4 and 5 in open chromatin signals.

**Supplementary Figure 1**

**Preprocess for scRNA-seq of the Pα-S fractions.** a) About 30,000 MSCs fractionated by PDGFRa, Sca-1 (Pα-S) were isolated from mouse bone marrow-derived mesenchymal cells. b) Histogram of number of feature genes and percentage of mitochondrial genes in single cell RNA-seq. No cutoff was set based on the distribution of Cell Ranger, and all 2,367 cells were analyzed. c) Distribution of percentage of mitochndrial genes on tSNE dimension reduction map. Regression out of mitochondrial genes was not performed, because the distribution of mitochondrial genes is not biased. d) Dot plot of gene expression of cell surface markers. As a result of a comprehensive study of cell markers, narrowed down to the cluster markers in Fig. 1c.

**Supplementary Figure 2**

**A comparison between cluster 4 and 1 in open chromatin signals, and between cluster 4 and 5 in open chromatin signals.** b) In the ATAC-seq analysis, focusing on regions common to clusters 4 and 1, genes listed as genes associated with terms obtained by GREAT analysis and their expression were listed. b) In the ATAC-seq analysis, focusing on regions common to clusters 4 and 5, genes listed as genes associated with terms obtained by GREAT analysis and their expression were listed.

How the deposited data were processed for this re-analysis (not part of the article)

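RNA-seq libraries of 7 sorted mouse bone marrow populations (clusters 1 to 7) and of input bone marrow cells were analysed, with 1 library each. The RNA-seq of the input cells is not described in the text of the paper. The scRNA-seq and ATAC-seq data were not analysed here. The authors deposited raw read counts per Ensembl gene, in the layout of featureCounts, with exon positions, strands and the exon length of each gene. According to the Methods, bases of low quality were trimmed, reads were aligned by TopHat2 to mm9 and quantified as RPKM, whereas the coordinates of the deposited counts are those of GRCm38. The counting tool, its treatment of reads shared between genes and strandedness are not named in the text of the paper. The genome of NCBIM37 was used only to compare the sequences of Lars2 and mmu-mir-689-2, by blastn with at least 50 bases at 90% identity, with those within 5000 bases of annotated 5.8S ribosomal RNA genes, and no coordinates were converted between builds.

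RPKM was computed from the deposited counts, by the total count on genes and the exon length. Values were used as log2(RPKM + 1). Genes with RPKM above 2 in at least 1 sorted library entered the correlations and the PCA. Hierarchical clustering used the genes with highest over lowest RPKM + 1 above 2, Euclidean distance on gene-standardised values and average linkage. The deposited symbols and the name table gave 32464 of the 49315 genes a symbol. Symbols of the paper that were missing from it were matched by RefSeq synonyms or GRCm38 positions, and Hist1h2ap was not matched. The total count per sorted library ranged from 12833648 to 33238133 with a median of 27102715, and 20162876 reads were counted in the input library. Counting error was measured by redrawing the counts 100 times with Poisson error, and shares of counts have 95% Wilson intervals.

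Because each population had 1 library, edgeR's and DESeq2's tests were not used and no p-value is given for a difference between populations. Both tools gave scaling factors only. A binomial test of the reads of a library against the next-highest library was used only as an alternative definition of specific genes, and compares libraries. Groups of libraries, sort markers and gene lists were tested by exact permutation of the 7 libraries, over 35 splits or all assignments of libraries. Gene lists were set against 10000 random lists drawn within 20 bins of mean expression. The genes of Fig. 1d and the gates of Fig. 3 were read by eye from the figures before the data were examined. Each Fig. 1d list held 19 or 20 genes, more than the legend states, and Sbsn, Htra1 and Ctla2a were uncertain readings. A gene was counted as specific to a cluster with RPKM above 2 and RPKM + 1 more than 2-fold that of each of the other 6 libraries. The genes named are those the paper names, those of the lists, and for each cluster the 2 specific genes with the highest ratio to the next library among those with at least 50 counts.

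The calculations were tested on simulated counts of 49315 genes with the means and totals of the real libraries. Of 200 genes raised 4-fold in 1 library, 200 were called specific to that library, with 10 calls on unchanged genes. Alternatives comprised a pseudocount of 0.1, stricter and no RPKM filters, TMM factors, DESeq2 size factors, equal depth, omission of mitochondrial and haemoglobin genes, other distances and linkage, and other definitions of specific genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, blastn 2.17.0 and samtools 1.23.1 were used.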

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

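The comparison of the shares of counts on Lars2, mmu-mir-689-2 and Rn18s-rs5, the test of depth in the input library and the comparison of haemoglobin with myeloid genes were chosen after the values they test had been seen.

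The cluster 5 library stood apart in its composition, a signal on genes that the paper does not discuss. Lars2, mmu-mir-689-2 and the Rn18s-rs5 locus held 34.8% of its counts. A candidate explanation is reads from ribosomal RNA. A sequence comparison found 0 of the 2 loci Lars2 and mmu-mir-689-2 matching the sequence within 5000 bases of the 2 annotated 5.8S genes of NCBIM37 over at least 50 bases at 90% identity. These 5.8S genes matched 0 other places in that genome, so no ribosomal DNA unit was identified by them and the comparison could not have found a match to it. Across the 7 sorted libraries the log share of Lars2 and mmu-mir-689-2 had Pearson's r of 0.812 with that of Rn18s-rs5 (two-sided exact permutation p = 0.0266) and Spearman's rho of 0.571 (exact permutation p = 0.2), in 1 relation computed. Without clusters 5 and 6, r was 0.801. The labels and the paper give no sequencing batch, so the relation was not recomputed within batches. The coefficients differ in passing 0.05, so a ribosomal source of the Lars2 and mmu-mir-689-2 reads was neither established nor excluded. Rn18s-rs5 is itself an 18S ribosomal RNA related locus and held 4.25% of the counts in cluster 5. No biological explanation was tested.

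Haemoglobin genes held 5.21% of the counts in cluster 5, although the cells were sorted as Ter119-negative, and 0.0522% in the input library. RNA of the same mix as the input library could not raise the share in a sorted library above that of the input, and all 7 sorted libraries were above it, so it was not the source. In cluster 5 the median log2 ratio to the input library was 6.77 for haemoglobin genes and -1.86 for myeloid genes, a difference of 8.63. The log2 ratio for haemoglobin genes ranged from 1.20 in cluster 6 to 6.77 in cluster 5. The shares fix the outcome of this comparison in advance, so it adds no test to them. Red blood cell RNA on its own was not tested, and no biological explanation was tested.

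In the input library, which the text of the paper does not describe, 67.8% of 858 olfactory receptor genes had at least 3 counts, against 2.10% in cluster 6 and 28.0% in cluster 5, the lowest and highest of the sorted libraries. Of 12793 genes without counts in all 7 sorted libraries, 5282 had counts in the input. Genomic DNA in the input library is a candidate explanation. It would give counts on most olfactory receptor genes in the input and on few in the sorted libraries, where the share reached 28.0%. How many would count as few was not set, so genomic DNA was neither shown nor excluded, and the pattern cannot be told apart from it. On the genes without counts in the sorted libraries, the input counts per kb on the X chromosome were 0.530 of those on autosomes and on the Y chromosome 0.186. In the input Xist had 0 counts and Ddx3y 3096. These values were chosen after they had been seen, and no test was set for them. Greater depth was not the reason, since the input total was 0.744 of the median sorted total. No biological explanation was tested.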

How the results depend on the processing

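Alternatives and the tests recomputed under them were chosen before the data were examined, except the omission of Lars2, mmu-mir-689-2 and Rn18s-rs5 and all alternatives for the numbers of genes differing between pairs of clusters 1, 4 and 5. The use of Fig. 1d scores to test the explanations under Other observations was chosen only after the values had been seen. No paired analysis was possible because each population had 1 library. Of 165 recomputed values, 112 stayed the same (for numbers of genes, within 1.5 times), 50 moved, 2 became stronger and 1 reversed. Numbers of genes were judged by their total alone, so the changes of direction between pairs of clusters given below are not counted as reversed. The cause was not tested unless stated.

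By Euclidean distance on gene-standardised values, cluster 1 ranked 1 and cluster 7 ranked 2 in similarity to cluster 4. Under every other alternative run, cluster 7 ranked 1 and cluster 1 ranked 2, as by Pearson's r. Cluster 3 ranked 3 under every alternative run. The number of libraries joined with cluster 4 once cluster 1 joined was 3 with genes above RPKM 2 in all 7 libraries, 3 with no RPKM filter, 3 without Lars2, mmu-mir-689-2 and Rn18s-rs5, and 2 with values centred but not standardised.

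The share of variance on PC1 was 37.2% with pseudocount 0.1, 41.1% with genes above RPKM 2 in all 7 libraries, 31.0% with no RPKM filter, 32.0% with TMM factors, 31.4% with DESeq2 size factors, 36.1% at equal depth, 34.6% without mitochondrial and haemoglobin genes, 34.7% without cluster 5, 35.7% centred but not standardised and 28.2% without Lars2, mmu-mir-689-2 and Rn18s-rs5. These were compared with a counting error of 0.0652 percentage points (SD of 100 redrawn sets), which leaves out variation between sorts.

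The difference in mean r within and between the open-chromatin groups was 0.0623 without cluster 5, where 15 splits cannot give an exact permutation p below 0.0667. Under the other alternatives it lay between 0.0189 and 0.0432 and p stayed at 0.0286, the smallest that 35 splits allow. With TMM factors and with DESeq2 size factors, 18 marker pairs were ordered as the sort gates (exact permutation p = 0.0361). The score of the Fig. 1d genes in the library of the same number reversed to -0.0248 with genes above RPKM 2 in all 7 libraries (exact permutation p = 0.532). It was 0.0902 with DESeq2 size factors (exact permutation p = 0.343) and past 0.05 under no alternative. Omission of the RPKM filter removed or added none of these genes and could not move it. The number of clusters with haematopoietic above mesenchymal marker expression was 4, and 3 without mitochondrial and haemoglobin genes and with the median over the list.

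With pseudocount 0.1 the numbers of specific genes were 78 for cluster 1, 248 for cluster 2 and 160 for cluster 7. With TMM factors they were 19, 94, 369, 98 and 32 for clusters 1, 2, 5, 6 and 7, and with DESeq2 size factors 19, 95, 413, 102 and 28. With 4-fold they were 2, 8, 11, 3, 32, 3 and 8 for clusters 1 to 7, and with RPKM of at most 1 in every other library 20, 55, 10, 12, 134, 8 and 13. Cluster 5 had 82 with at least 50 counts, 108 with the binomial test of the reads of its library against the next-highest library, and 482 without Lars2, mmu-mir-689-2 and Rn18s-rs5. In simulated libraries without change, counting error gave at most 11 such genes for cluster 5, which had the lowest total count, and at most 3 for each of the other clusters. The number for cluster 4 was 40 with TMM factors and 37 with DESeq2 size factors, and 54 with pseudocount 0.1.

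Between clusters 1 and 4, 1188 genes differed more than 2-fold with pseudocount 0.1. Between clusters 1 and 5, 1503 differed with TMM factors and 1510 with DESeq2 size factors. The share higher in cluster 1 was 85.7% by total count and 45.1% with TMM factors for clusters 1 and 5, and 52.1% and 31.9% for clusters 1 and 4. For clusters 4 and 5 the share higher in cluster 4 was 79.4% and 54.8%. With DESeq2 size factors the direction reversed, with 803 genes higher in cluster 4 and 984 in cluster 5. Every other setting run gave more genes higher in cluster 4.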

Differences from the paper's values

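The legend of Fig. 4 gives panel c as the PCA of the RNA-seq data. The paper's share of variance on PC1 there is about 77% in Fig. 4c, read by eye, against 36.9% here, and on PC2 about 11% in Fig. 4c, read by eye, against 22.1% here. None of the alternatives set before the data were examined closed either gap. The points in Fig. 4c carry ATAC labels, whereas the points in Fig. 4b carry the labels of clusters 1 to 7. Panels b and c may therefore be exchanged, and the shares of Fig. 4c may not be those of the RNA-seq data. The PC1 and PC2 shares are about 51% and about 16% in Fig. 4b, read by eye. They differ from the values here by less than 1.5 times. With TMM factors or DESeq2 size factors both shares differed from those of Fig. 4b by more than that, with no RPKM filter PC1 did, and without cluster 5 or with values centred but not standardised PC2 did.

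The paper ranks cluster 1 as the most similar to cluster 4, before clusters 3 and 7. Here Pearson's r with cluster 4 was 0.954 for cluster 7, 0.949 for cluster 1 and 0.920 for cluster 3. In the hierarchical clustering, cluster 1 joined cluster 4 first, at 87.1, and by Euclidean distance on gene-standardised values cluster 1 ranked 1. Over the first 3 components of the PCA, cluster 3 lay nearest to cluster 4, at 28.0, before cluster 1 at 58.5 and cluster 7 at 62.4. These components hold 77.6% of the variance, and by Euclidean distance on all gene-standardised values cluster 3 ranked 3. The paper reports no expressed genes specific to cluster 4, and 37 genes passed the thresholds used here. With a threshold of 4-fold 3 genes passed, none with a symbol in the name table used, and no setting run gave 0. The paper gives no criterion for specificity in its text. Its Methods state their thresholds for the hierarchical clustering and the PCA plot, and applying them to specific genes was a choice made here.

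The paper describes Pα-S cells as including a part of the Lepr-positive cells, but as not showing the Cxcl12 and Lepr expression by which CAR cells and Lepr-positive cells are defined. In the sorted libraries Cxcl12 had RPKM from 5.04 in cluster 6 to 139 in cluster 4, and Lepr from 2.58 in cluster 2 to 12.4 in cluster 7. These values are from the sorted bulk libraries. For cluster 7 the paper gives raised Rgcc and Rgs5 in the scRNA-seq. In the sorted libraries both were highest in cluster 3, at 927 and 16.5, against 509 and 4.39 in cluster 7.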

Other observations

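The tests on the Fig. 1d genes and on the regulators were chosen only after the values they explain had been seen.

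Cluster 5 joined the other libraries last in the hierarchical clustering, at 156. The share of counts on a few genes, 47.6% on the 10 highest in cluster 5, may explain this in part. With TMM factors cluster 5 was no longer the last single library to join. It was joined with cluster 2 at 120.2, and the branch of both was still the last to join the others, at 128. Cluster 5 was the lowest library for 27.4% of genes with TMM factors and for 46.3% by total count. Without Lars2, mmu-mir-689-2 and Rn18s-rs5, an alternative chosen after seeing the data, cluster 6 joined last and cluster 5 was the lowest library for 16.7% of genes. Smaller library size was not the reason, as cluster 5 still joined last, at 156.5, with every library at equal depth. Nor were haemoglobin and mitochondrial RNA, as it still joined last, at 148, without these genes. The pattern cannot be told apart from the concentration of reads on a few genes.

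The Fig. 1d genes of 5 clusters were highest in a library of another number. Without the lists of clusters 3 and 6, which hold genes such as Cd79a and S100a8, the score of the match was 0.345 (one-sided exact permutation p = 0.0909). These lists had the lowest scores in their own libraries, so leaving them out raises the score whatever the cause, and haematopoietic RNA from other cells was neither shown nor excluded. With TMM factors, which counter the share of counts on a few genes, the score was 0.0866 (exact permutation p = 0.348). A mislabelled sample might give such a pattern. Of all assignments of the 7 libraries, 257 scored at least as high as the labelled one, which is included, on both the gene lists and the sort markers. So many do so that the test singles out no other assignment. The pattern cannot be told apart from haematopoietic RNA from other cells, from a mislabelled sample or from a difference between scRNA-seq clusters and sorting gates. It also rests on the list numbers of Fig. 1d, where the list of cluster 6 differs from the paper's text on that cluster.

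The regulators that the paper names for the clusters from the scRNA-seq were compared with their mRNA in the sorted libraries. Of 15 regulators 1, Runx2, was highest in the library of its cluster, with RPKM 11.1 in cluster 2. The mean rank in the named library was 4.4 of 7 from the lowest (one-sided exact permutation p = 0.234). Regulon scores rest on target genes, so mRNA level is another measure.

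In 4 of the 7 sorted libraries (clusters 2, 5, 6 and 7), the mean log2(RPKM + 1) of the haematopoietic marker list was above that of the mesenchymal list, by 8.34 to 8.11 in cluster 7 and 8.30 to 7.15 in cluster 5. In the input library the values were 8.03 and 7.23.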
